A study of Mus musculus with 22 samples. Its data were reported in "Spatial genomics reveals cholesterol metabolism as a key factor in colorectal cancer immunotherapy resistance" (2025).

How the data were processed

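The series holds spatial transcriptomes of MC38 tumours, a mouse colon carcinoma line grown under the skin, made from formalin-fixed, paraffin-embedded blocks with the Visium probe assay, in which paired probes ligate on their target RNA and are captured on spots of an array. Per the labels, 22 libraries came from 16 mice. The mice received an IgG control antibody (8 mice) or an antibody against PD-1, a receptor that restrains T cells, and the treated mice carried the label NR (6 mice) or R (2 mice). The labels R and NR rest on staining of CD8, a marker of cytotoxic T cells, in the same tumours, so differences in T cell RNA between these groups follow in part from how the groups were formed. IgG mouse 4 had 3 sections with the optimised protocol and 1 library with the base protocol, aPD1_R mouse 15 had 2 sections, aPD1_R mouse 16 had 3, and each of the other mice had 1.

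The authors counted UMIs, which are molecule tags, with Space Ranger, whose version and genome build are not given in the sources used here. The deposited matrices hold whole counts of ligated probe pairs per gene and spot, for 20551 genes and for spots under tissue only. The authors also deposited the array position of each spot as other, unitless values, namely a tissue flag with an array row and an array column. A correction for RNA spreading between spots, a filter on unspecific probes and filters on spots belong to the study's own processing, and the deposited counts were whole numbers over every gene of the probe set and every spot under tissue. Genes are named by the symbols of the deposited files.

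Spots with 2000 or more genes were kept, which left 51927 of the 56280 spots of the optimised protocol. Their counts were summed per mouse over its sections, so that the mouse and not the spot was the replicate. The summed depth ranged from 32491481 to 269379741 UMIs per mouse. Differential expression was tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood fit with robust spread) over all 16 mice with group as the only term. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold over 1.5 either way. The comparisons were aPD1_R against aPD1_NR, aPD1_NR against IgG and aPD1_R against IgG in whole sections, and aPD1_R against aPD1_NR in the stroma-poor and the stroma-rich spots of each section. Stroma-poor spots were those at or under their section's median share of UMIs in a fixed set of fibroblast, endothelial and leukocyte genes, and stroma-rich spots were the others. Changes are log2 fold changes with the standard error of the fit, and levels are depth-scaled counts (CPM) or mean log2 CPM of a list, with the SD over mice.

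The 30 tested gene lists (pathways, cell type markers and quality genes) and the rule for naming genes were fixed before the data were examined, as were the comparisons and most alternatives. The rule took, among called genes whose groups of mice did not overlap, the 8 of smallest p in each direction. It also took the 4 members of smallest p in each list named, and the genes that the study's text names for a comparison, and for the distance models the 8 of smallest p in each direction. The text prints a selection from these genes. Some genes that the rule took are not reported here. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, and again with camera at an estimated correlation and with fry. Levels of lists (prior count 1) were compared by exact two-sided permutation tests, in which 2 against 6 mice cannot give a p under 0.0714 and 2 against 8 cannot give one under 0.0444.

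Regions were clusters of spots over all sections, made with scanpy 1.11.5 and leidenalg 0.10.2. Counts were scaled to 10000 per spot, 2000 variable genes were chosen within sections, z-scores within each section were clipped at 10, and 30 principal components, 15 nearest neighbours and a Leiden resolution of 0.5 were used. Regions are called by number and leading genes, those with the largest ratio of CPM inside the region over the other spots of the same mice. The libraries of a mouse were pooled for this. The same edgeR test was run within each region that held 20 or more spots in both aPD1_R mice and in at least 4 aPD1_NR mice. Shares of spots were averaged over the sections of a mouse and compared by exact permutation.

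For the distance models, the scaled log expression of each gene in stroma-poor spots was regressed, within each section, on the distance in spot steps to the nearest anchor spot. The anchor score and log10 UMIs were covariates. Anchors were spots with a CD8 T cell or cholesterol biosynthesis score of at least the section's median plus 1.5 SD. The spots modelled had a score at or under the median and lay within 10 steps of an anchor. Genes seen in 5 percent or more of such spots were kept, and sections needed 30 such spots. Slopes were averaged per mouse and tested with limma across the 16 mice. A negative slope means higher expression near the anchor.

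Profiles of the 22 libraries were compared by Pearson correlation over 10561 genes of log2 CPM centred on the mean of all libraries, and the outlines of the tissue on the array by their overlap. Profiles were also compared in spots of 1 window of stroma share common to all sections, a test chosen after the result was seen. Computations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, DESeq2 1.42.0 and matplotlib 3.10.9. The methods were tested on simulated data with known genes changed. For differential expression, counts were drawn per mouse from the pooled profile of all mice, with the real depths and fitted spread. This leaves out sections of a mouse that differ and mice that are alike. The shares below may therefore not hold for the real aPD1_R comparison. For aPD1_R against aPD1_NR, 26.2% of genes changed 1.5-fold, 76.6% of those changed 2-fold and 84.8% of those changed 4-fold were called, with 6 unchanged genes called. For aPD1_NR against IgG these shares were 33.3%, 81.8% and 83.1%, with 4 unchanged genes called. The distance model called 198 of 200 changed genes and 11 unchanged ones. Its simulated counts varied by sampling only, with the same size of slope in every mouse, steeper than most slopes reported below. This result therefore does not measure how well such smaller slopes are found.

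Alternatives covered DESeq2 in place of edgeR, other size factors, another filter on low counts, fewer samples in the fit, section 1 of each mouse only, spots with 100 or more genes, equal weight of spots, thinned counts, each mouse left out (each aPD1 mouse for the distance models), other splits by stroma, other resolutions and other settings of the distance models. Alternatives without single libraries, with the base-protocol library in place of IgG mouse 4 section 1, with equal weight of sections and without spots rich in skin, muscle or fat genes were chosen after seeing the data. Images, and positions of genes in the genome, were not analysed here.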

Results

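Spatial transcriptomes were measured in MC38 tumours of 16 mice given an IgG control antibody or an antibody against PD-1. With the optimised protocol there were 10 sections of 8 IgG mice, 6 sections of 6 aPD1_NR mice and 5 sections of 2 aPD1_R mice, with 56280 spots under tissue. A section held between 21666044 and 264001653 UMIs, and the median UMI count per spot ranged from 1207 to 98768 over sections, with a median of 19046. Among the 51927 spots with 2000 or more genes, 2044 carried more than 0.1% of their UMIs in the skin, the skeletal muscle or the fat gene list. For the skin keratinocyte list alone there were 112 such spots in libraries labelled aPD1_R and 0 in the other groups.

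The base and the optimised protocol were compared in IgG mouse 4, since the study added an enzyme step to the base protocol to improve the capture of probes. The base-protocol library held a median of 10464 UMIs and 4460 genes per spot. Section 2 of this mouse held 31763 UMIs and 7285 genes, which were 3.04 and 1.63 times the base values. Section 3 held 40093 UMIs and 7830 genes, which were 3.83 and 1.76 times the base values. The library labelled IgG mouse 4 section 1 with the optimised protocol held only 1207 UMIs and 952 genes per spot, 0.115 and 0.213 times the base values. Section 2 over this library gave ratios of 26.3 for UMIs and 7.65 for genes. In spots with 2000 or more genes, 26.5% of the spots of section 1, the ratios of section 1 over base were 2.13 and 1.42. There was 1 base-protocol library, so no test was possible.

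Sections of the same tumour are usually more alike than sections of different tumours, and the labels allowed this to be checked. Among 231 pairs of libraries, the 10 pairs with the same mouse label had a median correlation of 0.181 and the other pairs a median of -0.0107. Sections 1 and 2 of aPD1_R mouse 16 were alike (r = 0.984). The library labelled aPD1_R mouse 15 section 2 was nearly as close to them (r = 0.961 with section 1 and 0.968 with section 2). The libraries labelled aPD1_R mouse 15 section 1 and section 2 had opposite profiles (r = -0.475), and section 3 of mouse 16 did not resemble its section 1 (r = -0.0877). IgG mouse 3 and section 2 of IgG mouse 4 were close (r = 0.895), as were aPD1_NR mice 13 and 14 (r = 0.888), while sections 2 and 3 of IgG mouse 4 were not (r = 0.318). Of the 9 libraries from mice with more than 1 library, 3 had a library of the same mouse as their closest. These correlations are across genes, which are not independent replicates.

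**Figure D1:**
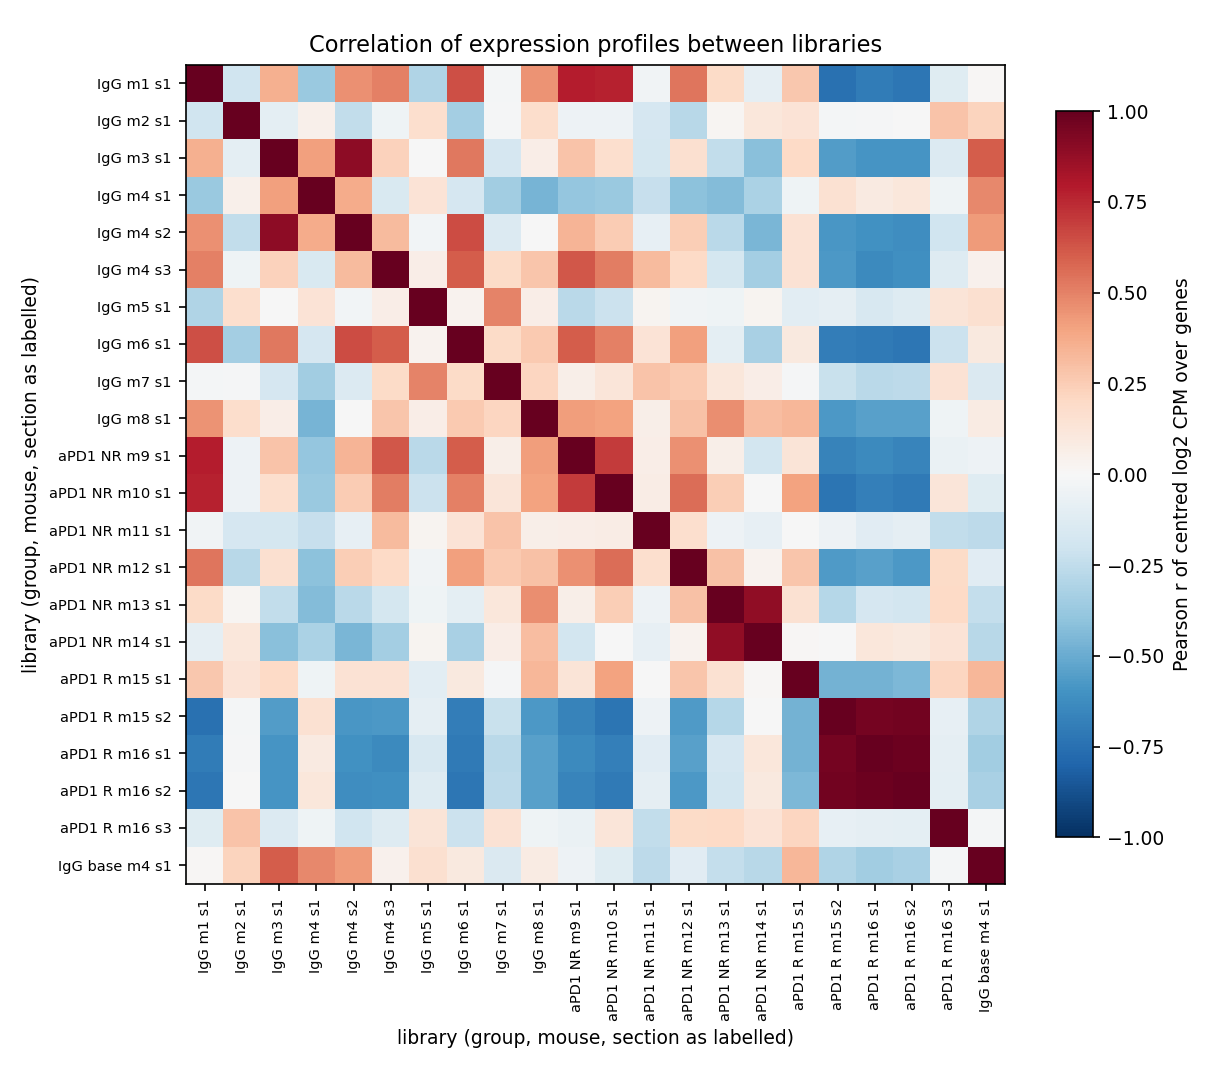
Pearson correlation between the 22 libraries, from centred log2 CPM over 10561 genes, with groups, mice and sections as labelled on both axes and r as colour. The library labelled aPD1_R mouse 15 section 2 correlates at 0.961 and 0.968 with sections 1 and 2 of mouse 16, and at -0.475 with section 1 of its own label.

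Tumours labelled aPD1_R held more RNA of leukocytes than tumours labelled aPD1_NR. The labels were drawn on CD8 staining, and the rise went well beyond T cells. Gzma, the gene of the cytotoxic protease granzyme A, stood at 35.5 ± 15.8 CPM (SD, n = 2) in aPD1_R and 7.84 ± 2.92 CPM (n = 6) in aPD1_NR, a 4.52-fold rise. Arg1, an arginine-degrading enzyme of suppressive macrophages, rose 3.89-fold to 912 ± 474 CPM from 234 ± 58.3 CPM. Mzb1, a plasma cell gene, rose 15.6-fold from a very low level of 0.146 ± 0.0467 CPM. Of 17075 genes tested, 1266 were higher and 16 lower in aPD1_R. The 2 groups of mice did not overlap for 1243 of these 1282 genes (97.0%, where chance gives 7.14% for a gene not chosen by its p, as these were). At an unadjusted p under 0.05 there were 4208 genes.

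The genes with the smallest p were those of skin. Krtdap, a keratinocyte gene, stood at 40.1 ± 8.80 CPM in aPD1_R and 0.0542 ± 0.0145 CPM in aPD1_NR, and Krt77, Calm4, Dsp, Lgals7 and Dsc3, genes of the epidermis and its junctions, had log2 changes of 9.76 ± 0.44 (SE), 8.98 ± 0.42, 6.54 ± 0.33, 5.96 ± 0.33 and 6.93 ± 0.41. All 7 skin keratinocyte genes of the fixed list were called and 7 when adjusted over the list alone, and this list alone also passed camera with an estimated correlation (adjusted p = 0.0283). Its level was -3.03 in the library labelled mouse 15 section 1, below the aPD1_NR range of -2.87 to -2.30. It was 2.80 in mouse 15 section 2, and 0.374, 0.0429 and 3.56 in mouse 16 sections 1, 2 and 3. The rise in skin genes thus did not hold in every aPD1_R library. The genes lower in aPD1_R included S100a4, a calcium-binding protein of motile cells, at 410 ± 26.8 CPM against 698 ± 75.4 CPM (log2 change -0.77 ± 0.12, adjusted p = 0.000427). Apol9b (-0.90 ± 0.14, adjusted p = 0.00054), Gpc1, a cell surface proteoglycan (-0.69 ± 0.15, adjusted p = 0.00627), and Cadm1, an adhesion molecule (-0.96 ± 0.21, adjusted p = 0.00812), were also lower.

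Myeloid genes were among those that rose in aPD1_R. In the macrophage and monocyte list 8 of 16 genes were called, 10 when adjusted over the list alone, and all 16 had positive changes with a median of 0.76. Cd68 (0.72 ± 0.13, adjusted p = 0.00172), the growth factor receptor gene Csf1r (0.80 ± 0.13, adjusted p = 0.000637) and the mannose receptor gene Mrc1 (1.61 ± 0.31, adjusted p = 0.00385) were among them. Inflammatory cytokines and chemokines were called for 8 of 15 genes, 9 when adjusted over the list alone, with Il1a (1.37 ± 0.29), Il1b (1.09 ± 0.23) and Ccl24 (2.97 ± 0.65). Neutrophil genes were called for 6 of 10, 6 when adjusted over the list alone, with Cxcr2 (2.51 ± 0.43) and S100a8 (2.93 ± 0.53). Camera gave adjusted p values of 6.39e-08, 1.52e-05 and 0.000562 for these lists, and adjusted p = 0.313, 0.289 and 0.313 with an estimated correlation.

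Some lymphocyte genes rose with them. B and plasma cell genes were called for 5 of 10, 7 when adjusted over the list alone (camera adjusted p = 0.000492, and adjusted p = 0.531 with an estimated correlation), with the B cell gene Ms4a1 at 2.11 ± 0.43. Of 15 T cell genes all had positive changes, 2 were called and 7 when adjusted over the list alone, with Cd4 (1.65 ± 0.33, adjusted p = 0.00393) and Cd2 (1.49 ± 0.37, adjusted p = 0.0145). Cytotoxic effectors were called for 3 of 16, 3 when adjusted over the list alone, with Gzma (2.18 ± 0.37, adjusted p = 0.00149) and Klrg1, a receptor of effector lymphocytes (1.08 ± 0.26, adjusted p = 0.0128). Among inhibitory receptors and ligands of T cells 3 of 11 were called, 4 when adjusted over the list alone. The PD-1 ligand gene Pdcd1lg2 had a log2 change of 2.56 ± 0.57 (adjusted p = 0.00919), and the other ligand gene, Cd274, one of 0.70 ± 0.22 (adjusted p = 0.0497) that lost its call in 21 of 32 settings. Camera gave adjusted p values of 9.41e-05, 0.0105 and 0.00565 for these 3 lists, each with adjusted p = 0.566 with an estimated correlation. Prf1, the gene of the pore-forming protein perforin, had a change of 0.13 ± 0.27 (adjusted p = 0.826), Pdcd1, the gene of PD-1, one of 0.26 ± 0.45 (adjusted p = 0.793). Havcr2, a receptor of exhausted T cells, had one of 0.03 ± 0.14 (adjusted p = 0.926) and Aif1, a macrophage gene, one of 0.31 ± 0.18 (adjusted p = 0.334), so none of these was called.

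Several smaller lists passed camera without a call in most members. NK cell genes were called for 3 of 7 (4 adjusted over the list alone, camera adjusted p = 0.00905) and dendritic cell genes for 2 of 10 (3 adjusted over the list alone, camera adjusted p = 0.0381). Mast cell genes were called for 1 of 7 (1 adjusted over the list alone, camera adjusted p = 0.022) and MHC class II genes for 1 of 8 (1 adjusted over the list alone, camera adjusted p = 0.0404). Their adjusted p values with an estimated correlation were 0.531, 0.566, 0.566 and 0.608. Regulatory T cell genes were called for 0 of 7 by edgeR (4 adjusted over the list alone, camera adjusted p = 0.00613). Endothelial genes were called for 1 of 11 (1 adjusted over the list alone, camera adjusted p = 0.0139) and epithelial keratins and junctions for 2 of 9 (2 adjusted over the list alone, camera adjusted p = 0.0404). The first and last of these had adjusted p = 0.566 with an estimated correlation, and the endothelial list had adjusted p = 0.593 with an estimated correlation. Skeletal muscle genes had a median change of 1.57 with 0 called by edgeR and 0 adjusted over the list alone (camera adjusted p = 0.00259, and adjusted p = 0.566 with an estimated correlation). Proliferation genes were lower by camera (adjusted p = 5.76e-06), with 15 of 16 negative and a median of -0.26, and an adjusted p = 0.313 with an estimated correlation. Their members Mki67, a marker of cycling cells (-0.41 ± 0.09, adjusted p = 0.00644), and Ccna2, a cyclin (-0.42 ± 0.09, adjusted p = 0.0063), stayed under the fold threshold. Interferon response genes were lower with a median of -0.22 (camera adjusted p = 0.0404, and adjusted p = 0.687 with an estimated correlation).

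Cholesterol synthesis was the pathway that the study found higher in non-responders, by tests within its tumour cell subsets, while its bulk RNA mostly missed it. Whole sections are not such subsets, so their values do not test that result directly. The 20 genes of cholesterol biosynthesis did not pass between aPD1_R and aPD1_NR in whole sections (camera adjusted p = 0.498). There were 18 positive changes, a median of 0.10 and 0 called by edgeR or adjusted over the list alone. For aPD1_R against aPD1_NR, whole sections, the direction of this list depended on the libraries. Camera passed it upward without mouse 15 (median 0.37, adjusted p = 6.08e-05) and without the library labelled mouse 15 section 2 (0.23, adjusted p = 9.42e-06). It passed it downward without mouse 16 (-0.27, adjusted p = 0.00598), with section 1 of each mouse only (-0.27, adjusted p = 0.0019) and without the library labelled mouse 16 section 3, which held most UMIs of mouse 16 (-0.47, adjusted p = 0.000292), where edgeR called 8 of its genes lower. The list of 10 cholesterol genes that the study's text names, which was chosen on these samples, is shorter than the study's own set and is not independent evidence, had 0 genes called by edgeR and 7 positive changes. Its median of 0.07 and the downward direction of camera (adjusted p = 0.486) differed in sign. Ch25h, which makes 25-hydroxycholesterol, had a change of -0.56 ± 0.13 (adjusted p = 0.0107) and stayed under the fold threshold at 1.48. Genes of cholesterol regulation, uptake and transport were called for 3 of 20, 5 when adjusted over the list alone (camera adjusted p = 0.269), namely the efflux transporters Abca1 (1.38 ± 0.25, adjusted p = 0.00253) and Abcg1 (1.08 ± 0.20, adjusted p = 0.00229) and the sterol receptor gene Nr1h3 (1.00 ± 0.28, adjusted p = 0.0293). Fatty acid synthesis (camera adjusted p = 0.486), MHC class I (0.259), hypoxia (0.348), glycolysis (0.348), fibroblast (0.505), adipocyte (0.104), Schwann cell (0.104), red blood cell (0.132) and immediate early lists (0.773) did not pass either.

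The count of called genes depended on single libraries. It was 51 without the library labelled aPD1_R mouse 15 section 2, 2607 without mouse 15 section 1, 3029 without mouse 16 section 3, 274 without mouse 15, 9 with section 1 of each mouse only and 2116 with spots weighted equally. The level of the T cell list was 3.92, 3.80 and 3.80 in the libraries labelled mouse 15 section 2, mouse 16 section 1 and mouse 16 section 2, all above the aPD1_NR range of 1.04 to 2.49, while mouse 15 section 1 and mouse 16 section 3 lay within it at 1.69 and 2.03. Cytotoxic effectors split in the same way, at 4.79, 4.64 and 4.58, above the aPD1_NR range of 2.24 to 3.40, against 1.64 and 2.09 below it. The same 3 libraries carried the myeloid rise, with macrophage levels of 8.10, 7.83 and 7.91, while mouse 15 section 1 and mouse 16 section 3, at 6.19 and 6.21, lay within the aPD1_NR range of 5.72 to 6.34.

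**Figure D2:**
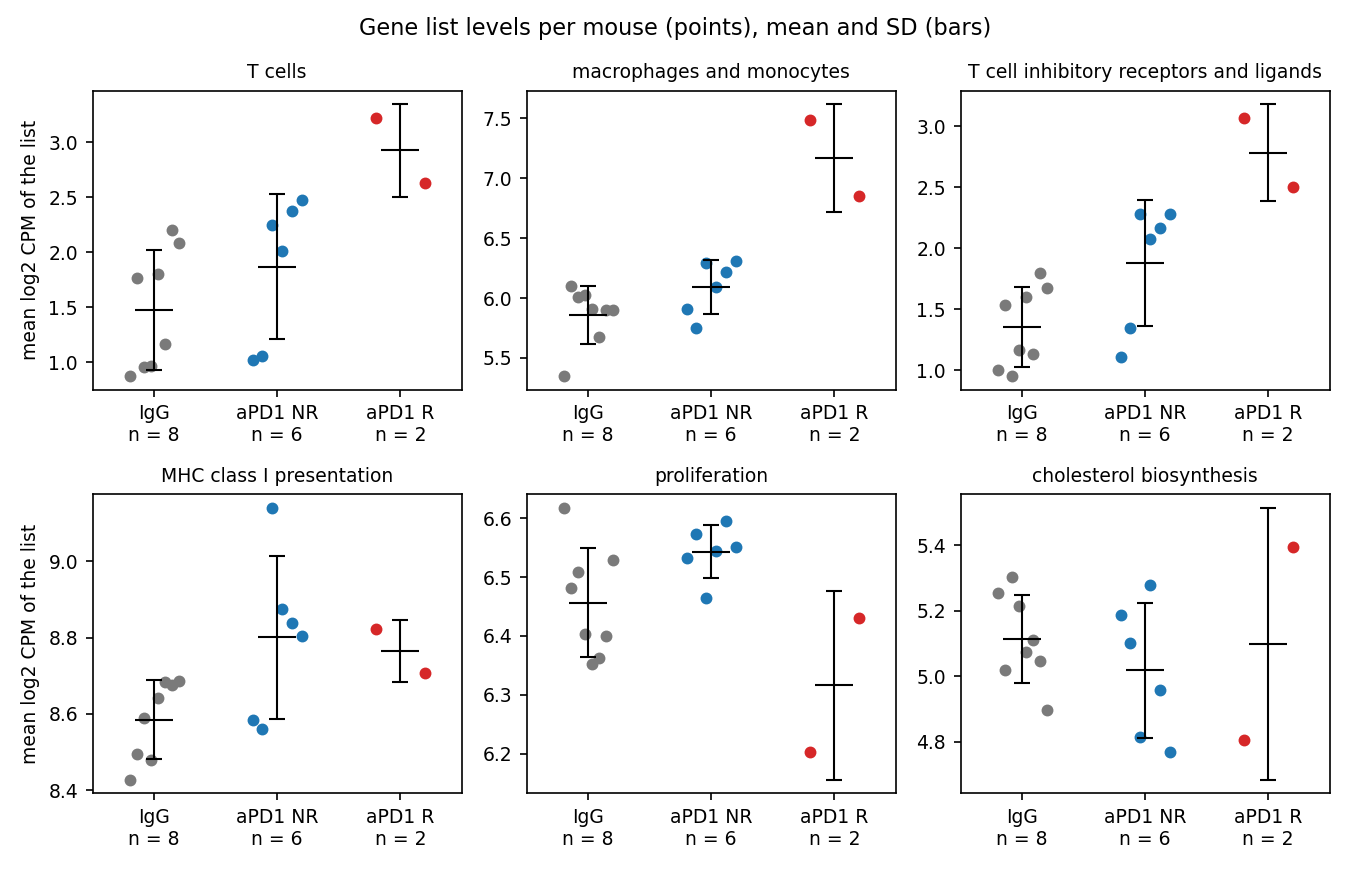
Mean log2 CPM of 6 gene lists per mouse (points), with the mean and SD of each group (bars), for 8 IgG, 6 aPD1_NR and 2 aPD1_R mice. Macrophage genes are highest in both aPD1_R mice, at 7.17 on average against 6.09 in aPD1_NR, through 3 of their 5 libraries, while cholesterol biosynthesis spans 4.81 to 5.39 over the 2 aPD1_R mice.

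Against IgG, tumours labelled aPD1_R also held more RNA of T cells and macrophages. T cell genes were called for 11 of 15, 12 when adjusted over the list alone, and inhibitory receptors and ligands for 7 of 11, 9 when adjusted over the list alone. Gzma rose 7.81-fold (log2 change 2.97 ± 0.34, adjusted p = 3.68e-05), Pdcd1lg2 had a change of 3.97 ± 0.53 (adjusted p = 0.000162). Cd274 rose 2.47-fold (1.30 ± 0.20, adjusted p = 0.000485) and Ifng, the interferon gamma gene, had a change of 2.41 ± 0.47 (adjusted p = 0.00247). Macrophage genes were called for 11 of 16, 11 when adjusted over the list alone, with Arg1 (2.41 ± 0.24, adjusted p = 1.12e-05) and the scavenger receptor gene Marco (4.57 ± 0.63, adjusted p = 0.000239). Inflammatory cytokines and chemokines were called for 11 of 15 (11 adjusted over the list alone) and cytotoxic effectors for 7 of 16 (11 adjusted over the list alone). B and plasma cell genes were called for 6 of 10 (6 adjusted over the list alone) and skin keratinocyte genes for 7 of 7 (7 adjusted over the list alone). S100a4 (-0.90 ± 0.11, adjusted p = 5.88e-05), the adhesion receptor gene Adgrl3 (-0.66 ± 0.09, adjusted p = 9.24e-05) and Car9, a carbonic anhydrase induced by low oxygen (-0.88 ± 0.17, adjusted p = 0.00244), were lower.

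In all, 1591 genes were higher and 52 lower of 17075 (unadjusted 4565), and groups did not overlap for 1548 of these 1643 genes (94.2%, where chance gives 4.44% for a gene not chosen by its p). Camera adjusted p values were 3.38e-08 for T cells, 4.19e-06 for inhibitory receptors, 2.03e-09 for macrophages, 2.82e-08 for inflammatory genes, 0.000938 for cytotoxic effectors, 0.000938 for B and plasma cells and 0.00871 for hypoxia genes, which were lower. The same lists had adjusted p = 0.432, 0.402, 0.218, 0.0787, 0.439, 0.432 and 0.559 with an estimated correlation, and the skin list had adjusted p = 0.0498 with an estimated correlation. Cholesterol biosynthesis had 10 of 20 positive changes (camera adjusted p = 0.706). The count was 87 without the library labelled aPD1_R mouse 15 section 2, 2859 without mouse 15 section 1, 3205 without mouse 16 section 3, 329 without mouse 15 and 203 with section 1 of each mouse only.

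The treatment comparison without the tumours labelled R, aPD1_NR against IgG, called 0 genes by edgeR (1512 at an unadjusted p under 0.05) and 33 by DESeq2, and its gene lists passed only at a preset correlation between genes. The values in this paragraph are therefore directions and not calls of edgeR. All 15 T cell genes and all 11 MHC class I genes had positive changes, with medians of 0.43 and 0.24, and inhibitory receptors and ligands were positive for 10 of 11 with a median of 0.58. Cd274 stood at 92.8 ± 27.0 CPM in aPD1_NR and 61.2 ± 5.30 CPM in IgG (0.60 ± 0.15). Cxcl9, a chemokine that draws T cells, had a change of 1.01 ± 0.26, Gbp2, an interferon-induced GTPase, one of 0.72 ± 0.17 and Psmb9, an immunoproteasome subunit, one of 0.36 ± 0.09. Hypoxia genes were negative for 14 of 14 with a median of -0.24, including P4ha2, a collagen hydroxylase (-0.29 ± 0.10), and fibroblast genes had a median of -0.23, including Fap (-0.71 ± 0.18) and Col3a1 (-0.31 ± 0.10).

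No gene was called by edgeR, with 0 of 17075 called, 1512 at an unadjusted p under 0.05 and 33 called by DESeq2. Adjusted p was 0.291 for Gbp2 and Fap and 0.292 for Cd274, and Gzma (0.79 ± 0.27, adjusted p = 0.405) and Pdcd1 (0.58 ± 0.30, adjusted p = 0.592) were not called. When adjusted over the list alone, 3 inhibitory receptor genes, 4 interferon response genes and 1 cytotoxic gene passed upward and 1 fibroblast gene, 1 keratin gene and 1 skin gene downward. Camera passed 17 lists, among them T cells (adjusted p = 1.18e-05), inhibitory receptors (1.54e-06), MHC class I (9.84e-06), interferon response (0.000185), inflammatory genes (0.000185), regulatory T cells (0.000186) and proliferation (9.45e-05) upward. Hypoxia (2.72e-05), fibroblasts (5.51e-05), glycolysis (0.0164) and cholesterol biosynthesis (0.0168) passed downward. With an estimated correlation 0 lists passed, and with fry 0 lists passed. In the order just given, the lists had adjusted p = 0.544, 0.486, 0.486, 0.544, 0.486, 0.507 and 0.507 upward with an estimated correlation, and 0.538, 0.486, 0.577 and 0.666 downward. The count of called genes was 8 without aPD1_NR mouse 9, and the count of lists was 10 without aPD1_NR mouse 11.

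Within the stroma-poor spots, aPD1_R tumours also held more lymphocyte and myeloid RNA than aPD1_NR tumours. The split was made within each section, and its stroma share lay at 1.34% in the libraries labelled mouse 15 section 2 and mouse 16 sections 1 and 2 against 0.592% to 0.736% in aPD1_NR, so these spots were not matched for stroma between groups. All 16 cytotoxic effector genes had positive changes, 3 were called and 8 when adjusted over the list alone, with Gzma at 28.6 ± 9.31 CPM against 5.98 ± 2.47 CPM (2.25 ± 0.37, adjusted p = 0.000898) and Klrg1 (1.16 ± 0.20, adjusted p = 0.000833). T cell genes were called for 3 of 15 (8 adjusted over the list alone), NK cell genes for 4 of 7 (4 adjusted over the list alone), macrophage genes for 8 of 16 (8 adjusted over the list alone) and inflammatory genes for 6 of 15 (11 adjusted over the list alone). Cd68 (0.59 ± 0.13, adjusted p = 0.00767) lost its call in 14 of 34 settings. S100a4 (-0.75 ± 0.11, adjusted p = 0.000209), Apol9b (-0.84 ± 0.15, adjusted p = 0.000948) and Gpc1 (-0.67 ± 0.13, adjusted p = 0.00282) were lower there too, and Krtdap had a change of 9.96 ± 0.32, so skin RNA was not confined to stroma-rich spots.

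The test called 881 higher and 9 lower genes of 14557 in stroma-poor spots, with 855 of these 890 not overlapping between groups (96.1%, where chance gives 7.14% for a gene not chosen by its p). Camera adjusted p values were 2.66e-07 for cytotoxic effectors, 2.55e-07 for T cells, 0.000139 for NK cells, 1.48e-08 for macrophages and 5.98e-09 for inflammatory genes, with adjusted p = 0.156, 0.276, 0.156, 0.0989 and 0.0896 with an estimated correlation. Cholesterol biosynthesis genes had 17 of 20 positive changes, a median of 0.09 and 0 called by edgeR or adjusted over the list alone (camera adjusted p = 0.459). Without spots rich in skin, muscle or fat genes 494 genes were called. Without the library labelled aPD1_R mouse 15 section 2 there were 30, without mouse 15 section 1 there were 1801, without mouse 16 section 3 there were 1998, without mouse 15 there were 286, a split at 1 share for all sections gave 402, and the spots of lowest share in each section gave 455.

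In stroma-rich spots, 1312 genes were higher and 46 lower of 14822, with 1293 of these 1358 not overlapping between groups (95.2%, where chance gives 7.14% for a gene not chosen by its p). Gzma (2.19 ± 0.41, adjusted p = 0.00451) and Cd68 (0.90 ± 0.17, adjusted p = 0.00434) were higher, and Ch25h was called lower (-0.69 ± 0.14, adjusted p = 0.00547), the only one of the 10 cholesterol genes named by the study that was called in this comparison. Macrophage genes were called for 10 of 16 (11 adjusted over the list alone, camera adjusted p = 3.58e-06) and B and plasma cell genes for 6 of 10 (7 adjusted over the list alone, camera adjusted p = 0.00052), both with adjusted p = 0.527 with an estimated correlation. Cholesterol regulation, uptake and transport genes were called upward for 6 of 20 and downward for 1, and as many when adjusted over the list alone (camera adjusted p = 0.171). The count was 12 without the library labelled aPD1_R mouse 15 section 2, 780 without mouse 16 section 1, 3138 without mouse 15 section 1, 4870 without mouse 16 section 3 and 175 without mouse 15.

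Spots fell into 14 regions. Among the 10 leading genes of each, region 1 had Enpp2, Ifit3 and Gzmc, region 4 had Stra6 and the sterol and lipid enzymes Lss, Fads2, Fdps and Sqle, and region 6 had Mmp12, Rgs1 and Gzmf, and these regions held 19.6%, 19.3% and 14.96% of the spots. Region 5 had Ankrd37, Car9 and Slc2a1, genes induced by low oxygen, with the heat shock gene Hspa1a. Region 3 had Cfd, Hp, Retnla and Pi16, genes of fat and connective tissue. Region 11, with the keratinocyte genes Krtdap and Krt1, drew 56.5% of its spots from the library labelled IgG mouse 4 section 1. No spot of that library passed the 0.1% cut for skin genes. Region 7, with Igkc, Marco and Jchain, genes of plasma cells and macrophages, held 30.8% ± 4.35 of spots (SD, n = 2) in aPD1_R and 0.213% ± 0.234 (n = 6) in aPD1_NR. Its aPD1_R spots came from the libraries labelled mouse 15 section 2 (55.5%), mouse 16 section 1 (50.03%) and mouse 16 section 2 (51.3%), while mouse 15 section 1 held 0.0844% and mouse 16 section 3 held 0.480%. With section 1 of each mouse only, the share was 25.1% ± 35.3. Region 8 had Gzmg, Gzmf, Prf1 and Ccl5, genes of cytotoxic lymphocytes. It also had Ctsg, Pdcd1lg2, Tarm1 and Acod1, so genes of cytotoxic lymphocytes alone did not lead it. Region 8 held 21.996% ± 7.98 of spots in aPD1_R and 0.016% ± 0.0254 in aPD1_NR. The same libraries held 32.7%, 40.3% and 40.1%, while mouse 15 section 1 held 0% and mouse 16 section 3 held 2.57%. Region 12, with Peg10 and the sterol enzymes Fdft1 and Cyp51, drew 96.5% of its spots from the library labelled aPD1_R mouse 16 section 3. The leading genes of regions 7, 8 and 12 thus also mark some libraries of these mice against their other libraries.

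Regions 4 and 5 held smaller mean shares in aPD1_R than in aPD1_NR, 8.45% ± 9.99 against 21.9% ± 5.21 for region 4 and 4.75% ± 5.70 against 14.9% ± 7.54 for region 5, with IgG means of 21.5% and 12.97%. Region 4 held 30.8% in the library labelled mouse 15 section 1, above every aPD1_NR section (at most 27.5%), and between 0.110% and 3.74% in the other 4 aPD1_R libraries, and with section 1 of each mouse only its aPD1_R share was 15.6% ± 21.6. Region 5 held 17.5% in the library labelled mouse 15 section 1 and between 0.0586% and 1.27% in the other 4 aPD1_R libraries, and with section 1 of each mouse only its aPD1_R share was 8.96% ± 12.1. Exact permutation tests gave p = 0.143 (adjusted 0.2) and p = 0.214 (adjusted 0.25), so these differences did not hold up against the spread, and no region reached an adjusted p under 0.143, the design allowing no p under 0.0714. Within regions 2, 3, 4 and 5, the ones with enough spots in enough mice of both groups, edgeR called 1, 1, 0 and 0 genes, with 845, 1270, 651 and 643 at an unadjusted p under 0.05 and 9, 2, 9 and 18 called by DESeq2. The called genes were Ms4a4a in region 2 (0.92 ± 0.12, adjusted p = 0.0031) and Krtdap in region 3 (6.25 ± 0.84, adjusted p = 0.023), both named after their values were seen. The aPD1_R spots of these regions came mostly from the libraries labelled mouse 15 section 1 and mouse 16 section 3, so these tests compared mainly those 2 libraries with aPD1_NR.

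The level of cholesterol biosynthesis genes per mouse did not separate the groups when the counts of a mouse's sections were summed, while aPD1_R lay below the other groups when sections were weighted equally. From summed counts it averaged 5.10 ± 0.42 (SD, n = 2) in aPD1_R, 5.02 ± 0.21 (n = 6) in aPD1_NR and 5.11 ± 0.13 (n = 8) in IgG. Exact permutation gave p = 0.714 for aPD1_R against aPD1_NR (difference 0.08), p = 0.299 for aPD1_NR against IgG (-0.10) and p = 0.933 for aPD1_R against IgG (-0.02). Within the aPD1_R label the libraries lay far apart. Levels were 4.33, 4.33 and 4.27 in the libraries labelled mouse 15 section 2, mouse 16 section 1 and mouse 16 section 2, below the aPD1_NR range of 4.78 to 5.32, while mouse 15 section 1 lay within it at 5.17 and mouse 16 section 3 above it at 5.61. The difference from aPD1_NR turned negative without mouse 15 section 1 (-0.16), without mouse 16 section 3 (-0.47), with section 1 of each mouse only (-0.31) and with sections weighted equally (-0.30), at exact permutation p = 0.571, 0.143, 0.357 and 0.0714, the last the smallest possible. With sections weighted equally both aPD1_R mice, at 4.74 and 4.75, lay below the lowest aPD1_NR mouse (4.78) and the lowest IgG mouse (4.90). From summed counts the difference from aPD1_NR was -0.21 without mouse 16 and 0.38 without mouse 15.

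**Figure D3:**
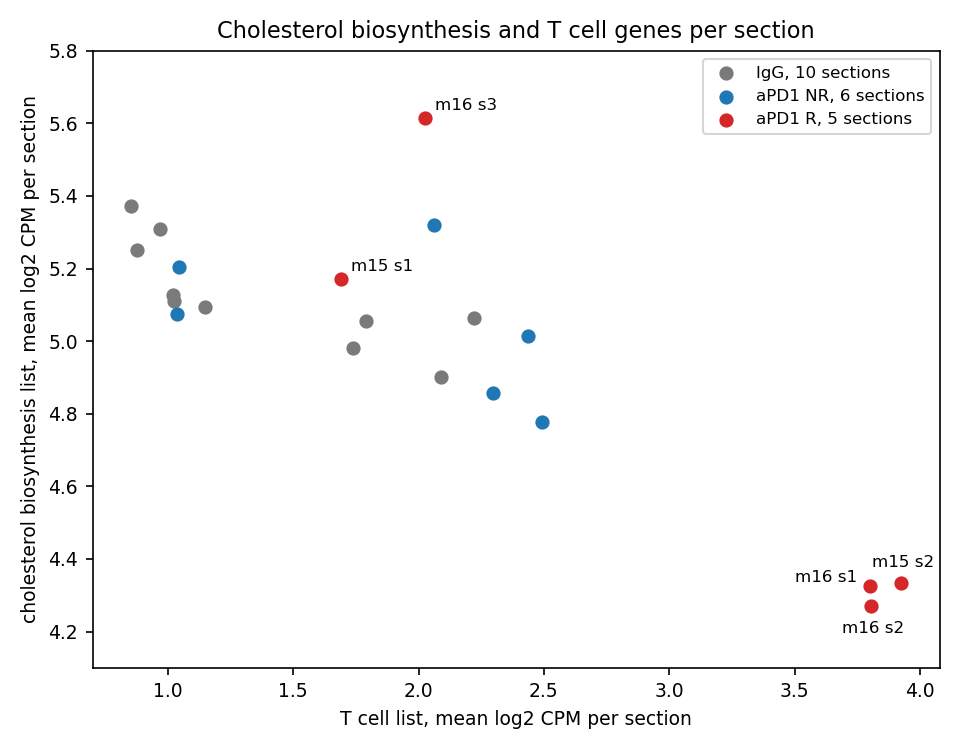
Mean log2 CPM of the cholesterol biosynthesis list (vertical axis) against that of the T cell list (horizontal axis) per section of the optimised protocol, 10 IgG, 6 aPD1_NR and 5 aPD1_R sections. The libraries labelled mouse 15 section 2 and mouse 16 sections 1 and 2 lie near 4.3 in cholesterol genes and above 3.7 in T cell genes, and mouse 15 section 1 and mouse 16 section 3 lie apart from them at 5.17 and 5.61.

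Among IgG tumours, those with more T cell RNA held less cholesterol biosynthesis RNA. Over the 8 IgG mice the 2 levels had r = -0.883 (exact permutation p = 0.00402, adjusted 0.0161) and rho = -0.857 (exact permutation p = 0.0107, adjusted 0.0214), and r = -0.883 without the 2 mice whose cholesterol level lay farthest from the median. Cytotoxic effectors gave r = -0.815 (exact permutation p = 0.0142, adjusted 0.0285) and rho = -0.857, and r = -0.635 without the 2 farthest mice, so this relation rested in part on those mice. Over the 6 aPD1_NR mice r was -0.642 for T cells (exact permutation p = 0.193, adjusted 0.249) and rho -0.771 (exact permutation p = 0.103, adjusted 0.137), with r = -0.888 without the 2 farthest mice, and for cytotoxic effectors r was -0.566 (exact permutation p = 0.249, adjusted 0.249) and rho -0.429 (exact permutation p = 0.419, adjusted 0.419), so neither passed. The family held 4 relations. In stroma-poor spots the IgG relations were no longer past the threshold (r = -0.668 and -0.683, both adjusted 0.0914, exact permutation), and that of aPD1_NR with cytotoxic effectors passed (r = -0.910, adjusted 0.0222, exact permutation).

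Inside the tumours the same opposition was seen between spots. Fewer tumour cells where more lymphocytes lie could give it, as it could the relations between mice above, and this was not tested. Across stroma-poor spots, the rank correlation of cholesterol biosynthesis and cytotoxic scores, with log10 UMIs regressed out, averaged -0.195 ± 0.108 (SD) in IgG and was negative in 8 of 8 mice (exact sign-flip permutation p = 0.00781, the smallest possible, adjusted 0.0234). In aPD1_NR it averaged -0.280 ± 0.114 and was negative in 6 of 6 mice (exact sign-flip permutation p = 0.0313, the smallest possible, adjusted 0.0469). In aPD1_R it averaged 0.02 ± 0.09 over 2 mice of opposite sign, where no p under 0.5 is possible.

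The distance model asked which genes change with distance from spots rich in CD8 T cell RNA, among stroma-poor spots not themselves rich in it. Stroma-poor spots were not matched for stroma between groups. In the libraries labelled mouse 15 section 2 and mouse 16 sections 1 and 2, regions 7 and 8 held most spots. In both distance models the aPD1_R slopes thus came in part from spots of these regions. Near spots rich in CD8 T cell RNA, genes of antigen presentation and of the interferon response were higher. MHC class I genes were higher near for 10 of 11, interferon response genes for 9 of 16 and MHC class II genes for 7 of 8. Ccl5, a T cell chemokine, had a slope of -0.0605 ± 0.0065 (SE) log units per spot step (adjusted p = 0.000273, negative in 15 of 16 mice). Cxcl10, an interferon-induced chemokine, had one of -0.0496 ± 0.0075 (16 of 16 mice). The MHC genes H2-T23 and H2-Ab1 had slopes of -0.0289 ± 0.0030 (15 of 16 mice) and -0.0489 ± 0.0085 (adjusted p = 0.00539, 13 of 16 mice). Pla2g7, a lipase of macrophages, H2-DMa and Irf8 had the smallest p, with slopes of -0.0179 ± 0.0012, -0.0229 ± 0.0022 and -0.0157 ± 0.0014. Pla2g7 and Irf8 were steeper in aPD1_R (-0.0626 and -0.0423) than in aPD1_NR (-0.0089 and -0.0172, adjusted p of the difference 8.77e-06 and 0.0365 by limma). Cxcl9 and Gzmc passed with slopes of -0.0281 ± 0.0059 (adjusted p = 0.0182) and -0.0365 ± 0.0081 (adjusted p = 0.0257). Cholesterol biosynthesis went the other way, with a mean slope of 0.00531 over the list in 16 mice, positive in 13 (sign-flip permutation p = 0.00128). Its enzymes Cyp51 (0.0180 ± 0.0030, adjusted p = 0.00379, 16 of 16 mice) and Fdps (0.0151 ± 0.0029, adjusted p = 0.011, 15 of 16 mice) were higher far away, and Sqle (0.0074 ± 0.0033, adjusted p = 0.364) did not pass.

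Of 11529 genes, 263 were higher near and 11 far. With an estimated correlation camera gave adjusted p = 0.0173 for the interferon response and MHC class I and 0.0202 for cytotoxic effectors. It gave 0.0401 for MHC class II, inhibitory receptors, regulatory T cells and cholesterol biosynthesis (the last higher far). Genes of the CD8 score, such as Prf1, stayed in the lists. RNA spreading from anchor spots was neither corrected for nor tested here. Macrophage genes, with 7 of 16 higher near, missed at adjusted p = 0.0597 with an estimated correlation, as did hypoxia genes far away at 0.237. The count of 274 was 135 without mouse 15, 164 without mouse 16 and 1802 without UMIs as a covariate.

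Around spots rich in cholesterol biosynthesis RNA, lipid genes were higher. Cytotoxic genes were lower there over all mice, though their slopes had the opposite sign in aPD1_R. Fatty acid synthesis genes were higher near for 9 of 14 and in 16 of 16 mice, with the desaturases Fads2 (-0.0303 ± 0.0027, adjusted p = 4.96e-05) and Scd2 (-0.0461 ± 0.0042). The sterol-regulated gene Insig1 (-0.0191 ± 0.0020) and the chaperone gene Hsp90ab1 (-0.0176 ± 0.0016) were lower with distance in 16 of 16 mice. Farther away, Clec4d (0.0154 ± 0.0016), a myeloid receptor, Fth1 (0.0296 ± 0.0032), an iron storage gene, and Cd68 (0.0209 ± 0.0027, adjusted p = 0.000577) were higher. Their slopes were steeper in aPD1_R (0.0519, 0.0692 and 0.0555) than in aPD1_NR (0.0112, 0.0313 and 0.0188, adjusted p of the difference 0.000273, 0.0495 and 0.0287 by limma). Clec4d and Cd68 did not pass within IgG (limma adjusted p = 0.0991 and 0.159) or aPD1_NR (0.0603 and 0.0706), nor did Fth1 within IgG (0.105). Over all mice the granzyme genes Gzmc (0.0240 ± 0.0049, adjusted p = 0.0113), Gzmf (0.0292 ± 0.0067, adjusted p = 0.0191) and Gzmg (0.0289 ± 0.0065, adjusted p = 0.0173) were also higher far away. So were Prf1 (0.0084 ± 0.0020, adjusted p = 0.0219), Cxcl10 (0.0200 ± 0.0042, adjusted p = 0.0122) and H2-T23 (0.0149 ± 0.0030, adjusted p = 0.0113). Ccr2, a monocyte receptor, was higher near (-0.0136 ± 0.0028, adjusted p = 0.0122). Within IgG none of these genes passed (limma adjusted p between 0.105 and 0.373). Within aPD1_NR only Gzmg (limma adjusted p = 0.0488) and Cxcl10 (0.0285) passed. In aPD1_R the granzyme genes, Prf1 and Cxcl10 had negative slopes, and that of Gzmg passed (limma adjusted p = 0.0367).

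Of 11303 genes, 319 were higher near and 327 far. With an estimated correlation camera gave adjusted p = 0.000914 for fatty acid synthesis, while interferon response (8 of 16 far), cytotoxic effectors (6 of 10 far) and MHC class I (5 of 11 far) had adjusted p = 0.143 with an estimated correlation. The groups differed, as 491 genes had slopes that differed between aPD1_R and aPD1_NR and 0 between aPD1_NR and IgG by limma (907 at an unadjusted p under 0.05). Gzmg had mean slopes of 0.0515 in aPD1_NR and -0.0647 in aPD1_R (adjusted p of the difference 0.00544), Gzmf 0.0499 and -0.0508 (0.0159), Gzmc 0.0363 and -0.0335 (0.0217) and Cxcl10 0.0383 and -0.0301 (0.00966). Prf1, at 0.0142 and -0.0022, did not differ past the threshold (0.176). The count of 646 was 309 without mouse 15, 358 without mouse 16, 3188 with all spots and 393 within 5 steps. The count of 491 was 118 without mouse 15, 196 without mouse 16, 2 with all spots and 1043 at a lower anchor threshold.

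**Figure D4:**
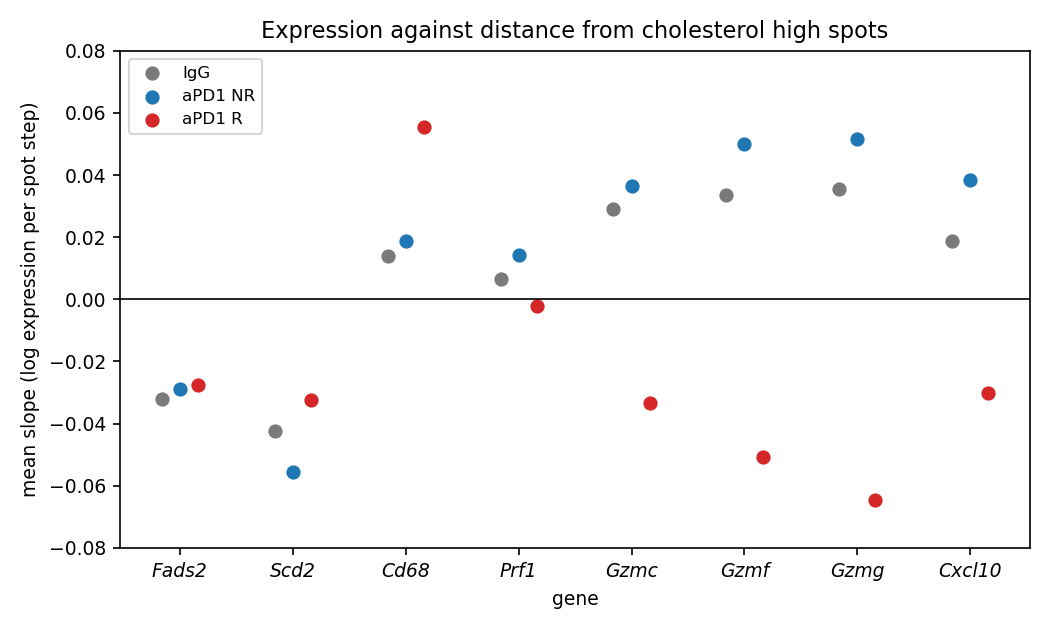
Mean slope over mice of log expression per spot step from spots rich in cholesterol biosynthesis RNA (vertical axis) for 8 genes (horizontal axis), for 8 IgG, 6 aPD1_NR and 2 aPD1_R mice. Gzmg has slopes of 0.0354 in IgG, 0.0515 in aPD1_NR and -0.0647 in aPD1_R.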

Values the study reported

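The study reported that the added enzyme step raised the median number of UMIs per spot about 26-fold and the median number of genes per spot about 8-fold. Its spatial data after filtering comprised 48,636 spots from 21 sections of 16 tumours. Spots of its hypoxic tumour subset made up 14.3% in non-responders and 8.9% in responders. Its subsets enriched for tumour cells held on average 520 differentially expressed genes for responders and 112 for non-responders, against 160 and 32 in its stroma subsets. In its bulk RNA data of the same experiment, 1024 genes changed in responders and 94 in non-responders. It reported 16 cholesterol genes from the spatial data. In bulk 4 of them passed its threshold on the adjusted p, with only minor changes in expression.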

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

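The splits of the mice given here were chosen as tests after the results were seen. In the spot correlation of cholesterol biosynthesis and cytotoxic scores, aPD1_NR mouse 12 stood far from the other 5 mice of its group, at -0.0530 where the nearest of the others had -0.292 and the farthest -0.369. It was the 1 such sample among 62 groups of values tested, while chance gives about 1 in 20, so no explanation was weighed.

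Slopes on the distance to CD8 T cell spots differed between aPD1_R and aPD1_NR for 26 genes by a test of the difference itself, and the count was 5 without mouse 15, 4 without mouse 14, 7 without mouse 13, 15 without mouse 11 and 16 without mouse 12. They differed between aPD1_NR and IgG for 2 genes, named after their values were seen, Egln3, an oxygen sensor gene (mean slopes 0.0576 and -0.0241, adjusted p of the difference 0.02 by limma), and Nfkbil1 (0.0083 and -0.0063, adjusted p 0.0379 by limma). Of 100 splits of these mice, 3 gave as many, the real one included, and the highest other gave 3. Few splits reached this count, but it was among several counts tried after the results were seen, so chance was not excluded. The splits also assume that all these mice carry independent tumours. The likeness of aPD1_NR mice 13 and 14 leaves that open. Nor was chance excluded at an unadjusted p under 0.05. There 8 of 100 splits gave as many as the real 926 and the highest other gave 1250. The count of 2 was 0 without mouse 12, 13 or 14, with all spots, within 5 steps and without UMIs as a covariate, and 1 without mouse 15 or 16. Slopes on the distance to cholesterol spots differed between aPD1_R and aPD1_NR for 491 genes, a count that fell to 2 with all spots. Between aPD1_NR and IgG 0 genes differed by limma, where 907 had an unadjusted p under 0.05. All 100 splits had to reach a count of 0 (highest other 6), so it says nothing about chance. At an unadjusted p under 0.05, 1 of 100 splits gave as many as the real 907, the real one itself. The highest other gave 849. This count too was among several tried after the results were seen and assumes independent tumours, so chance was not excluded there. The real number was 684 at a lower anchor threshold and 729 within 5 steps, settings in which the splits were not repeated.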

How the results depend on the processing

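Alternatives without single libraries, with the base-protocol library in place of IgG mouse 4 section 1, with equal weight of sections and without spots rich in skin, muscle or fat genes were chosen after seeing the data, and the others before. A setting without the probes the study called unspecific was intended and left out, since the study's list of these probes was not used here. For the comparisons, 314 values under settings chosen before kept their direction and side of the threshold, or stayed within 1.5 times the count, and 80 under the others did. In the same order, 55 and 15 counts moved, 7 and 6 values reversed, 2 and 0 were weaker and 1 and 2 stronger. For the named genes, 1057 values did so with no mouse left out, 107 were weaker, 18 stronger and 10 reversed. With 1 mouse left out the numbers were 1207, 53, 6 and 6. Where 1 aPD1_R mouse was left, the fit assumed that it varied like the mice of the other groups. Except where a construction is named below, the cause was not tested.

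The number of genes called between aPD1_R and aPD1_NR depended most on which aPD1_R libraries were used. With section 1 of each mouse only, which leaves fewer libraries, it was 9 in whole sections, 5 in stroma-poor and 866 in stroma-rich spots, and 203 for aPD1_R against IgG. Without the library labelled aPD1_R mouse 15 section 2 these counts were 51, 30, 12 and 87. Without mouse 15 section 1 they were 2607, 1801, 3138 and 2859, and without mouse 16 section 3 they were 3029, 1998, 4870 and 3205. Without mouse 16 section 1 the stroma-rich count was 780. With spots weighted equally the counts against aPD1_NR were 2116, 1440 and 2767, and with sections weighted equally the stroma-rich count was 2903. Stroma-poor spots gave 402 genes under a pooled split by stroma, 455 in the spots of lowest stroma share in each section and 494 without spots rich in skin, muscle or fat genes. For aPD1_NR against IgG DESeq2 called 33 genes.

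With 1 mouse left out, the counts ranged from 274 to 1439 in whole sections, from 286 to 1016 in stroma-poor and from 175 to 1703 in stroma-rich spots, from 0 to 8 for aPD1_NR against IgG and from 329 to 1777 for aPD1_R against IgG. In each comparison with aPD1_R the lowest count came without mouse 15.

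The number of gene lists that passed fell with an estimated correlation to 1 for aPD1_R against aPD1_NR, 0 for aPD1_NR against IgG, 1 for aPD1_R against IgG, 1 in stroma-poor and 0 in stroma-rich spots, since this setting takes the correlation between genes from the data. With fry it was 0 for aPD1_NR against IgG and 10 in stroma-rich spots. With 1 mouse left out it ranged from 16 to 20, from 10 to 19, from 17 to 19, from 13 to 17 and from 12 to 17 in the same order. Within regions, the genes called numbered 1 at a resolution of 0.3, 202 at 0.8 and 38 with DESeq2.

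The cholesterol level of aPD1_R minus aPD1_NR reversed with section 1 of each mouse only (-0.31), without mouse 15 section 1 (-0.16), without mouse 16 section 3 (-0.47) and as the mean of sections (-0.30). That of aPD1_R minus IgG reversed without mouse 15 section 2 (0.14), mouse 16 section 1 (0.0356) and mouse 16 section 2 (0.0217). It was stronger without mouse 16 section 3 (-0.57) and as the mean of sections (-0.36), both at exact permutation p = 0.0444, the smallest possible. With 1 mouse left out these differences ranged from -0.21 to 0.38 and from -0.31 to 0.28, and that of aPD1_NR minus IgG from -0.15 to -0.05. In stroma-poor spots the IgG correlations with T cells (-0.668) and cytotoxic effectors (-0.683) were weaker and the aPD1_NR correlation with cytotoxic effectors (-0.910) was stronger.

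For the distance to CD8 spots, the count of genes differing between aPD1_NR and IgG was 0 with all spots, 13 at a lower anchor threshold, 0 within 5 steps and 0 without UMIs as a covariate, and the count over all mice was 1802 without that covariate. For the distance to cholesterol spots, the count between aPD1_R and aPD1_NR was 2 with all spots, 1043 at a lower anchor threshold and 166 within 5 steps, and the count over all mice was 3188, 393 within 5 steps and 3444 without the covariate. With 1 aPD1 mouse left out the CD8 counts ranged from 0 to 2 between aPD1_NR and IgG, from 4 to 32 between aPD1_R and aPD1_NR and from 135 to 286 over all mice, and the cholesterol counts from 0 to 1, from 118 to 465 and from 309 to 621.

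The protocol ratios of section 1 over base turned to 2.13 for UMIs and 1.42 for genes in spots with 2000 or more genes, a filter that itself removes spots of low depth. Without mouse 15 section 2, Cd274 (-0.0326), Prf1 (-0.89), Pdcd1 (-0.32), Havcr2 (-0.31) and Aif1 (-0.16) reversed between aPD1_R and aPD1_NR. Prf1 (-0.0521) and Havcr2 (-0.0288) did so without mouse 16 section 1, and Havcr2 also without mouse 16 section 2 (-0.0045) and with thinned counts (-0.0523). The CD8 distance slope of Sqle reversed at a lower anchor threshold (-0.000240). With 1 aPD1_R mouse left out, Prf1 ranged from -0.34 to 0.47, Pdcd1 from -0.0125 to 0.47 and Havcr2 from -0.0882 to 0.13, the lowest without mouse 15.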

Other observations

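Every test in this part was chosen after its result was seen, except the test of depth between the libraries of aPD1_R mouse 15.

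Sections labelled as 1 aPD1_R mouse differed from each other. Different shares of skin, muscle, fat and stroma were argued against, since mouse 15 sections 1 and 2 still had r = -0.560 in spots of 1 window of stroma share without skin, muscle and fat spots, with -0.487 and -0.548 in alternating sets of these spots and median stroma shares of 0.634% and 0.623%. Depth was argued against by r = -0.457 after thinning. A mislabelled sample remained a candidate explanation. The library labelled mouse 15 section 2 shared 87.6% and 90.1% of its tissue outline with mouse 16 sections 1 and 2. With its own section 1 it shared 71.8%, where the median over all pairs was 74.1% and the 95th percentile 86.4%. Pairs unlike in profile could overlap as much, such as IgG mice 2 and 3 at 89.2% (r = -0.0955). Outline alone thus does not mark the same tumour. Without that library mouse 15 would keep only section 1, whose T cell level of 1.69 lay within the aPD1_NR range. The study's CD8 staining and bulk RNA nonetheless set both responder tumours apart. Another part of the same tumour with a different infiltrate stayed open, untested.

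The library labelled IgG mouse 4 section 1 held fewer UMIs per spot than the base-protocol library. An exchange of labels was not decided, since in spots with 2000 or more genes section 1 held 2.13 times the UMIs of the base-protocol library, but this filter kept only the 26.5% of its spots with the most genes. Poor RNA yield in the interior of the section may explain the pattern, since spots with 2000 or more genes lay at a median of 2 steps from the tissue edge against 6 for the others, a ratio of 0.333. For its base protocol the study described low UMI counts under tissue and probe signal beyond the tissue edge. Whether a base-protocol library would show the same edge pattern was not tested, so this value does not separate the 2 explanations. Both stayed open, and no biological explanation was tested.

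Cholesterol biosynthesis genes were lower near CD8 T cell spots. A trend with depth between spots was argued against as the whole cause, since the mean slope of the list was 0.00531 with log10 UMIs as a covariate, positive in 13 of 16 mice, though it was 0.0112 without the covariate and depth thus accounted for part of that value. Fewer tumour cells near CD8 T cells could lower these genes too, and this was not decided. Proliferation genes, also of tumour cells, had a mean slope of -0.00132, while glycolysis genes had one of 0.0117, in the direction that fewer tumour cells would give. Lower cholesterol synthesis in tumour cells near T cells stayed open as a hypothesis.

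Besides the aPD1_R libraries above, 2 pairs with different mouse labels were close in profile. aPD1_NR mice 13 and 14 shared 89.5% of their tissue outline, and IgG mouse 3 and section 2 of IgG mouse 4 shared 82.8%. Outline alone does not mark the same tumour, as above. Were mice 13 and 14 the same tumour, aPD1_NR would hold 5 tumours in place of 6. Without mouse 13 or 14 the count of genes called by edgeR between aPD1_R and aPD1_NR in whole sections was 1085 or 1389.

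For aPD1_R against aPD1_NR in whole sections, 1 of the 28 splits of these mice gave as many called genes. This was the real one with 1282, and the highest other gave 35. The groups were formed on CD8 staining of the same tumours, so the real split was picked for its infiltrate. Its rank among the splits therefore cannot exclude chance. It also rests on the labels of mice 15 and 16, and without the library labelled mouse 15 section 2 the count was 51. For aPD1_NR against IgG the real count was 0 by edgeR (unadjusted 1512, DESeq2 33), which all 100 splits had to reach, so this count says nothing about chance. The highest other split called 156, which points to a structure of the samples that was not tested. For genes at an unadjusted p under 0.05, 19 of the 100 splits gave as many as the real 1512, with 3807 as the highest other. For gene lists 6 of 100 gave as many as the real 17, with 19 as the highest other, so chance was not excluded for these genes or lists.

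Section 2 of IgG mouse 4 held 3.04 times the UMIs and 1.63 times the genes per spot of the base-protocol library. That is lower than the values quoted from the study above. Section 2 over the library labelled section 1 gave 26.3 and 7.65. These ratios are close to the quoted values, and whether the labels or the yield of section 1 account for this stayed open.

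Region 5, with Ankrd37, Car9 and Slc2a1 among its leading genes, held 4.75% of spots in aPD1_R. That is lower than the value quoted from the study above. With section 1 of each mouse only it held 8.96% ± 12.1 (SD, n = 2), from 17.5% and 0.408%, too wide a spread to compare. In aPD1_NR it held 14.9%. That is close to the value quoted from the study above. The study's hypoxic subset came from its own clustering of corrected and filtered counts, and region 5 was also led by Hspa1a and Atf3. The compared shares thus belong to differently defined sets of spots.

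Within regions 2, 3, 4 and 5 edgeR called 1, 1, 0 and 0 genes between aPD1_R and aPD1_NR, with 845, 1270, 651 and 643 at an unadjusted p under 0.05 and 9, 2, 9 and 18 by DESeq2. That is lower than the averages quoted from the study above, which used the same thresholds with DESeq2 but in its own subsets and not in these regions. The aPD1_R spots of these regions came mostly from the libraries labelled mouse 15 section 1 and mouse 16 section 3, and whether this accounts for the low counts was not tested. At a resolution of 0.8, 1 region held 202 genes by edgeR and 213 by DESeq2.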
